A study of Cardamine hirsuta with 12 samples. Its data were reported in "A CUC1/auxin genetic module links cell polarity to patterned tissue growth and leaf shape diversity in crucifer plants" (2024).

How the data were processed

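Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where the transcription factor ChCUC1 sat on chromatin in *Cardamine hirsuta*, a relative of *Arabidopsis thaliana* with leaves divided into leaflets. ChCUC1 (CUP-SHAPED COTYLEDON 1) is a NAC-domain protein that acts at organ boundaries. The tagged plants carried ChCUC1 fused to Venus (ChCUC1:V), a fluorescent protein derived from GFP, and the immunoprecipitation (IP) used an anti-GFP antibody. The same antibody was used on untagged wild-type plants of the Oxford (Ox) strain, so that the untagged libraries show what is recovered without the tagged protein. Per the labels, shoots of seedlings were taken 14 days after germination, and each replicate used about 20 g of tissue, fixed in the cold (4 °C) for 20 min in 1% formaldehyde. The series holds 12 libraries in 4 groups of 3, namely IP and input DNA for each genotype. The groups come from the sample titles, since the genotype field gives the Oxford strain for every library. The 6 IP libraries have a peak list each, and the 6 input libraries have no list of their own and were used only in so far as the authors called peaks against controls.

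The submitters' processing notes name Bowtie, MACS2 and bedtools without versions, and the genome build is not given in the sources used here. Coordinates are therefore those of the deposited lists (Chr1 to Chr8 and unplaced scaffolds), counted from 1. Names of the deposited lists state that duplicate reads were removed and that each IP library was called by the authors against pooled controls at a relaxed p of 0.01. In these relaxed lists the score deposited by the authors is derived from the −log10 p of the peak. The fold deposited by the authors is the MACS2 enrichment of IP over pooled control at the summit, a ratio on a linear scale. The −log10 p of each peak is also the authors' own deposited value, and the last column of the deposited lists gives the distance of the summit from the peak start in bp. A second pair of deposited lists, 1 per genotype, holds reproducible peaks chosen by the irreproducible discovery rate (IDR), which compares ranks between replicates. Their score, as the authors deposited it, is a scaled IDR, in which 540 stands for an IDR of 0.05 and no peak lay below that value. The names of these lists call the peaks optimal and for the group say only case or control, and no label ties them to a genotype. The case list was taken as the tagged IP and the control list as the untagged IP, an inference from the series title, which gives ChCUC1 binding as the aim. The single libraries bear on it. Peaks of the case list alone were found on average in 79.8% of cases in tagged and 44.4% in untagged libraries. For peaks of the control list alone the means were 47.2% and 71.3%. These values argue against the reverse assignment. Only 1 tagged and 2 untagged reproducible peaks had the coordinates of a peak in a single library, so these intervals were not taken from single libraries; how replicates were joined is not given in the sources used here. Fold and score are the authors' values per peak, and they were used here to describe or rank peaks within a list. For single regions, folds of several lists are set side by side as description, and no test compared fold or score between lists.

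Read counts are not part of the lists, so the depth of each library is unknown and no interval that needs it is given. To allow for lists of different length, each library was reduced to its 21353 peaks with the highest −log10 p, the length of the shortest list, for all comparisons between libraries unless all peaks are named. Peaks overlapped when they shared at least 1 bp. Reproducible tagged peaks were divided into those with no reproducible untagged peak (tagged-only) and those with at least 1 (shared), and untagged peaks likewise gave an untagged-only class. Overlap was set beside 1000 random placements of the same peaks on the same chromosome or scaffold, up to the end of the last peak there. Such placement ignores clustering and uneven read mapping, so a second control, chosen after seeing the data, displaced each peak by 20 to 100 kb. Shares of peaks are given with Wilson 95% intervals, which cover counting error only. Library means were compared by an exact permutation test, two-sided, whose smallest possible p with 3 against 3 libraries is 0.1. Peak widths were compared by a permutation test with 100000 resamples and shares on chromosomes by Fisher's exact test, both two-sided; peaks are not independent replicates. The p-values for libraries measure only the spread between these samples, since nothing in the labels says that replicates came from plants grown separately. A figure legend of the paper calls the 3 ChIP-seq replicates biological, a word that does not itself say how the plants were grown. Similarity of 2 libraries was the Jaccard index, the bases covered in both divided by the bases covered in either. The overlap code was tested on simulated data and recovered the planted overlap in 20 of 20 list pairs of 3000 peaks. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.

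Peaks given by position were chosen by a rule fixed before the data were examined: the 10 tagged-only peaks with the highest fold on the 8 chromosomes, and the 5 such shared and the 5 such untagged-only peaks. A further 5 peaks, chosen after their values were seen, are named as such. Lists of genes had also been fixed, but the peak lists carry no gene names, and a genome or gene annotation in the coordinates of these lists was not used here. The study's own assignment of peaks to genes was not used here either, since names were taken only from the deposited lists and the reference table. For that reason no peak is assigned to a gene, and the planned tests of gene position and of the NAC binding motif were not run. Alternatives covered the overlap rule, a stricter IDR of 0.01, the chromosomes alone, the background list, the number of peaks per library, a −log10 p of at least 5, each library left out in turn, the sequencing run that held both genotypes, replicate blocks, and, added after seeing the data, fixed windows of 200 bp at summits. The run was read from the deposited names: tagged replicates 1 and 2 and untagged replicates 2 and 3 shared a run, and the remaining libraries came from a run each.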

Results

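The data describe chromatin recovered with an anti-GFP antibody from *C. hirsuta* seedling shoots that carried ChCUC1:V and from untagged Ox shoots, with 3 IP libraries of each genotype. The tagged libraries held 48631, 25083 and 21353 relaxed peaks for replicates 1, 2 and 3, and the untagged libraries held 30996, 38180 and 41490. Peak width differed between libraries of a genotype, with medians of 369, 843 and 1060 bp in the tagged libraries and 708, 338 and 454 bp in the untagged ones. The smallest peak was 160 bp in tagged replicate 1 and 525 bp in tagged replicate 3, a minimum that was also the most frequent width of each library. The reproducible lists held 15299 tagged peaks covering 28.8 Mb and 11748 untagged peaks covering 20.5 Mb.

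The untagged plants serve as the control for where the antibody recovers DNA without the tagged protein, and the first comparison asks which ChCUC1:V peaks lay outside such sites. Of the 15299 reproducible ChCUC1:V peaks, 9094 (59.4%, Wilson 95% interval 58.7 to 60.2) overlapped a reproducible Ox peak, and 6205 (40.6%) were tagged-only. Of the 11748 Ox peaks, 9996 (85.1%, 84.4 to 85.7) overlapped a ChCUC1:V peak, and 1752 were untagged-only. By the rule of 1 shared bp, most regions of the untagged list were thus also in the tagged list. With summits within 250 bp as the rule, 5423 Ox peaks and 8974 ChCUC1:V peaks had no partner in the other list. The tagged-only peaks were divided more evenly among the 8 chromosomes than the shared peaks. They numbered between 626 on Chr8 and 781 on Chr3, whereas shared peaks numbered between 667 on Chr8 and 1170 on Chr5. Shared peaks gathered in part of each chromosome, so that the 79 of 370 bins of 500 kb richest in shared peaks held 57.6% of the shared peaks, by their choice, and 53.1% of the untagged-only but 33.3% of the tagged-only peaks. Both overlaps exceeded random placement, which gave a mean of 20.1% for ChCUC1:V peaks (permutation p = 0.001, the smallest that 1000 placements can give) and 27.3% for Ox peaks (permutation p = 0.001). Displacement by 20 to 100 kb, which keeps the regional clustering, gave 32.4% and 43.8%. The number of tagged-only peaks depended on the background list: it was 3174 when relaxed peaks in all 3 Ox libraries counted as background and 811 when a relaxed peak in any Ox library did.

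**Figure D1:**
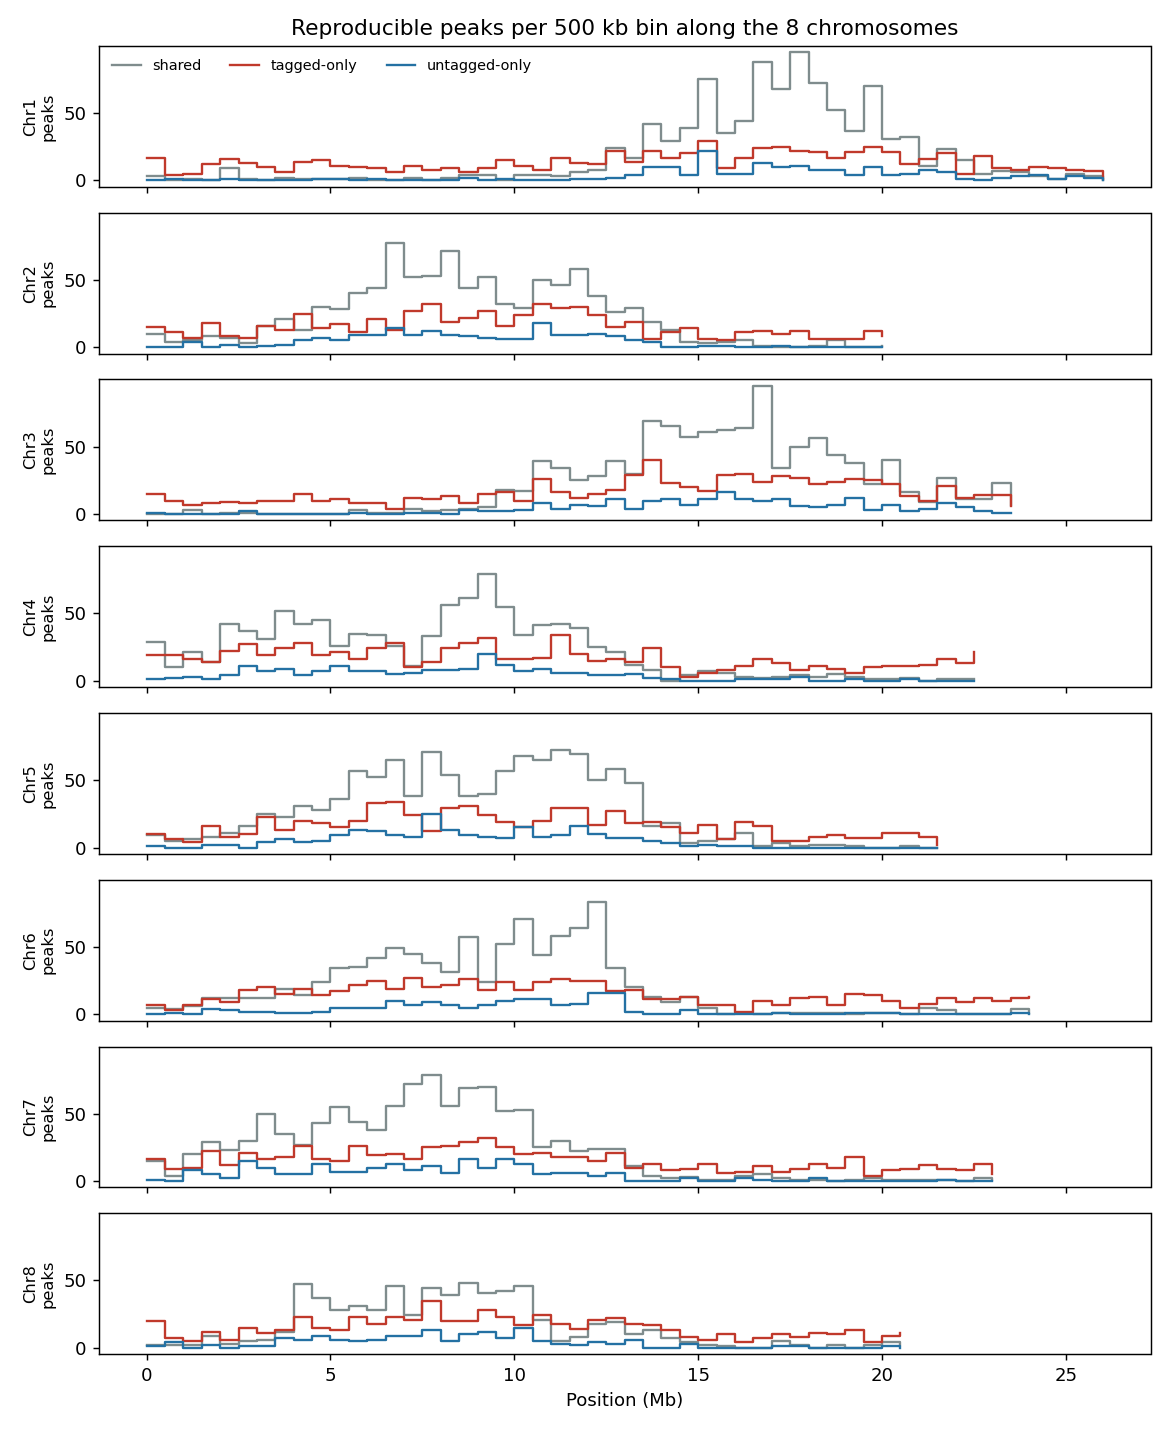
Number of reproducible peaks per bin of 500 kb (vertical axes) against position in Mb (horizontal axis) on Chr1 to Chr8, for shared (grey), tagged-only (red) and untagged-only (blue) peaks. Shared peaks reach 95 per bin, tagged-only peaks at most 40 and untagged-only peaks at most 25.

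Tagged-only regions were narrower than shared regions and lay more often on the 8 chromosomes than on unplaced scaffolds. Their median width was 944 bp against 1773 bp for shared peaks and 714 bp for untagged-only peaks. Peaks wider than 2 kb made up 12.9% of the tagged-only and 43.0% of the shared class. Within the tagged list the tagged-only peaks were also the weaker class. Their median fold was 2.01 against 2.25 for shared peaks, and their median −log10 p was 18.9 against 27.1. The highest scaled IDR score was reached by 31.0% of tagged-only and 69.1% of shared peaks. Of the tagged-only peaks 91.2% lay on chromosomes, against 87.4% of the shared peaks. The tagged-only median fell by 829 bp relative to the shared one (permutation p = 1e-05, the smallest that 100000 resamples can give), but a wide peak meets another peak more often by chance, so the classes were not independent of width. The difference was −293 bp when sharing was decided by summits within 250 bp, a rule that does not use the ends of peaks, and −370 bp without peaks wider than 2 kb (permutation p = 1e-05 for both). The odds ratio for lying on a chromosome was 1.51 (Fisher's exact p = 3.63e-14), and at the stricter IDR of 0.01 it was 1.08 (Fisher's exact p = 0.228), so that this difference was lost there.

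The tagged-only peaks with the highest enrichment were spread over 7 of the chromosomes. The highest lay on Chr4 from 6541848 to 6543950, with a summit at 6542609, 3.59-fold enrichment over the pooled control and a −log10 p of 89.9. It was followed by a region on Chr3 from 5872286 to 5873447 with 3.42-fold enrichment and a −log10 p of 82.5. Further regions on Chr3 lay from 23438584 to 23441928 (3.33-fold) and from 7335353 to 7336190 (3.23-fold). Chr5 held a peak from 15301164 to 15306028 (3.23-fold) and a broad one of 6738 bp from 9080398 to 9087135 (3.16-fold). The remaining peaks of the 10 lay on Chr1 from 1525223 to 1526504 (3.21-fold), Chr2 from 3352161 to 3358218 (3.18-fold), Chr8 from 5634613 to 5635269 (3.06-fold) and Chr6 from 11147820 to 11148788 (3.02-fold). All 10 were overlapped by a relaxed peak in each of the 3 ChCUC1:V libraries. In 9 of the 10 the region also had a relaxed peak in each of the 3 Ox libraries, and the Chr1 region had one in 1 Ox library. These Ox peaks were not all marginal. At the highest region, on Chr4, they had 3.28-, 3.23- and 3.13-fold enrichment in Ox replicates 1, 2 and 3, with a −log10 p of 19.5, 7.92 and 12.7. In ChCUC1:V replicates 1, 2 and 3 that region had 3.81-, 3.47- and 3.28-fold enrichment, with a −log10 p of 17.6, 33.1 and 38.3. The 3.59-fold enrichment and the −log10 p of 89.9 belong to the reproducible list, not to a single library. The Ox peak at the Chr1 region, in replicate 1, had 1.52-fold enrichment and a −log10 p of 2.87. Hence the highest tagged-only peaks were absent from the reproducible Ox list but not from the Ox libraries.

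Among shared regions the highest enrichment in the ChCUC1:V list was 4.44-fold on Chr3 from 12205318 to 12206159, with a −log10 p of 159. The next lay on Chr1 from 1333305 to 1334125 (4.37-fold) and from 15111635 to 15119845 (4.33-fold), on Chr2 from 11951882 to 11962288 (4.31-fold) and on Chr4 from 9094649 to 9098882 (4.27-fold). All 5 had a relaxed peak in each of the 6 IP libraries. Among untagged-only regions, described by the fold of the Ox list, the highest lay on Chr3 from 15979607 to 15979958 (3.01-fold), followed by Chr5 from 10269554 to 10269940 with a −log10 p of 27.2. The others were on Chr6 from 6355890 to 6356205 (2.94-fold), Chr1 from 18602464 to 18609964 (2.94-fold) and Chr4 from 13662780 to 13668090 (2.93-fold). Each of these 5 untagged-only regions had a relaxed peak in 2 or 3 of the ChCUC1:V libraries. The Chr1 region had folds of 3.18, 3.05 and 3.22 in ChCUC1:V replicates 1, 2 and 3. The Chr3 region had 3.23 and 1.73 in replicates 1 and 2.

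Whether each class was seen in single libraries was asked with the same number of peaks, 21353, per library. Tagged-only regions were found in 67.8%, 85.9% and 85.6% of cases in ChCUC1:V replicates 1, 2 and 3, and in 53.2%, 37.2% and 42.7% in Ox replicates 1, 2 and 3. The means were 79.8% ± 10.3 (SD, n = 3) and 44.4% ± 8.15 (SD, n = 3), a difference of 35.4 percentage points with no overlap between the genotypes (exact permutation p = 0.1, the smallest possible). Untagged-only regions showed the opposite order, with 47.2% ± 8.41 in ChCUC1:V and 71.3% ± 8.35 in Ox libraries (SD, n = 3, exact permutation p = 0.1). Shared regions were found in 94.2% ± 4.83 and 91.2% ± 5.53 of cases (SD, n = 3, exact permutation p = 0.6), a difference within the spread between replicates. Randomly placed tagged-only peaks met a peak of Ox replicates 1, 2 and 3 in 23.2%, 16.2% and 19.4% of cases, so that the regions were above chance in the untagged libraries as well. Within the sequencing run that held both genotypes the tagged-only means were 76.9% and 39.9% (n = 2 each, exact permutation p = 0.333, the smallest possible). The difference for tagged-only regions was 19.6 points with all relaxed peaks, 22.1 points for reproducible peaks at the stricter IDR of 0.01, and 43.5 points when at least 50% of a peak had to be covered, where another split of the libraries was at least as extreme (exact permutation p = 0.2). The classes were defined from lists made with these libraries, so support by the libraries of either genotype was not independent. Tagged-only peaks were chosen for a reproducible tagged and no reproducible Ox peak, and untagged-only peaks for the reverse. The direction of both differences was thus largely set by the definition of the classes.

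**Figure D2:**
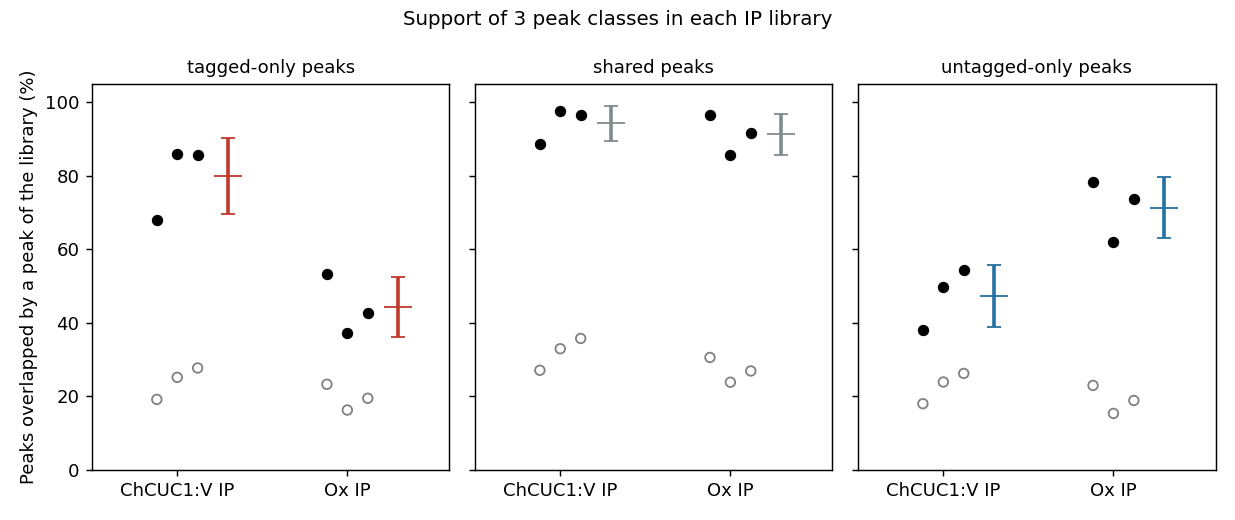
Share of tagged-only, shared and untagged-only reproducible peaks (vertical axis, %) overlapped by 1 of the top 21353 peaks of each IP library, by genotype (horizontal axis). Filled points are replicates 1, 2 and 3 from left to right, open points the mean of random placements for that library, and coloured bars the mean ± SD; tagged-only peaks average 79.8% in ChCUC1:V and 44.4% in Ox libraries.

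When all relaxed peaks were used, 53.4% of the tagged-only regions (3313 of 6205) had a peak in each of the 3 Ox libraries, and 13.1% (Wilson 95% interval 12.3 to 13.9) had none in any. In the other direction, 42.2% of the untagged-only regions (739 of 1752) had a peak in each of the 3 ChCUC1:V libraries. Of the 6205 tagged-only regions, 4955 (79.9%) had a peak in all 3 ChCUC1:V libraries, so a reproducible peak was not always called in each library. A set of 481 tagged-only regions (7.75%) had a peak in all 3 ChCUC1:V libraries and in none of the 3 Ox libraries, and 460 of these lay on the chromosomes. The reverse set among the untagged-only regions, found in all 3 Ox and none of the ChCUC1:V libraries, held 48 regions (2.74%). Unequal list lengths limit this contrast. Tagged replicate 1, with 48631 peaks, alone met 86.2% of the untagged-only regions. Ox replicates 1, 2 and 3 met 73.7%, 64.8% and 77.4% of the tagged-only regions. The 481 regions had a median width of 800 bp and a median enrichment of 1.99-fold, against 944 bp and 2.01-fold for all tagged-only peaks. The highest of them ranked 18 by fold among the 5661 tagged-only peaks on chromosomes. It lay on Chr4 from 18283022 to 18283560, with a summit at 18283266 and 2.91-fold enrichment. The next were on Chr4 from 22738144 to 22738784 (2.77-fold), Chr1 from 23193932 to 23194677 (2.75-fold), Chr3 from 8065903 to 8066802 (2.72-fold) and Chr7 from 20743149 to 20743801 (2.69-fold). These 5 regions were chosen after their values were seen. A relaxed list ends at a p of 0.01, so no peak there means no call at the depth of that library, not that signal was absent.

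**Figure D3:**
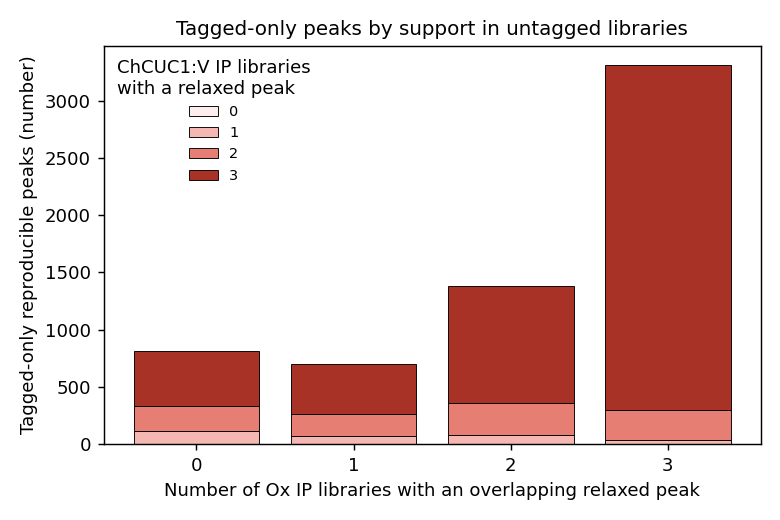
Number of tagged-only reproducible peaks (vertical axis) by the number of Ox IP libraries with an overlapping relaxed peak (horizontal axis), divided by the number of ChCUC1:V IP libraries with one (shades). The tallest bar, 3313 peaks, has a relaxed peak in all 3 Ox libraries.

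**Figure D4:**
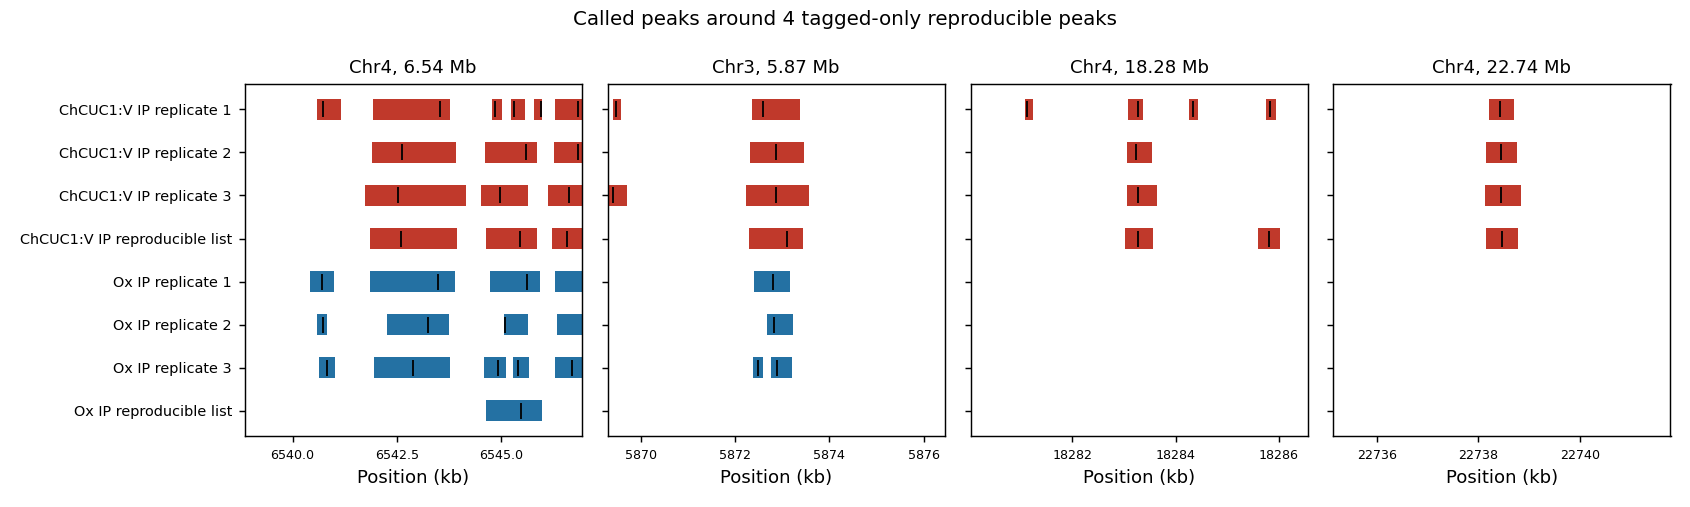
Called peaks (bars) and their summits (black ticks) in the 6 IP libraries and the reproducible lists, against position in kb, around the tagged-only peaks of highest fold (Chr4 at 6541848 and Chr3 at 5872286) and around the highest peaks with no relaxed Ox peak (Chr4 at 18283022 and 22738144). ChCUC1:V lists are red and Ox lists blue; Ox library peaks overlap the first pair of regions and none overlaps the second pair.

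A comparison that used no reproducible list asked which regions separated the genotypes library by library. The 6 lists merged into 30117 regions, of which 7083 (23.5%) had a peak in all 6 libraries. Peaks in all 3 ChCUC1:V and none of the 3 Ox libraries marked 811 regions, and the reverse marked 138. Regions called in all tagged and no untagged libraries thus outnumbered the reverse. With the chromosomes alone the counts were 774 and 122. The margin was smaller with all relaxed peaks (851 and 454) and with fixed windows of 200 bp at summits (836 and 461), which were tried after seeing the data. Within the shared sequencing run, where only 2 libraries per genotype had to agree, the counts were 1999 and 714. The count for the tagged genotype was 1772, 1215 and 1143 without tagged replicates 1, 2 and 3 and 1398, 1035 and 1090 without untagged replicates 1, 2 and 3. The count for the untagged genotype was 243, 252 and 312 without tagged replicates 1, 2 and 3 and 386, 457 and 395 without untagged replicates 1, 2 and 3. Equal numbers of peaks do not equalise covered bases, and a split by peak width was also uneven. Tagged replicate 1 with untagged replicates 2 and 3, whose peaks were narrower, marked 116 regions, and the other libraries marked 466. The excess for the tagged genotype was therefore not separated from peak width or depth.

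Over the bases covered by the top 21353 peaks of each of the 6 libraries, another division gave a higher difference than genotype. Tagged replicate 1 and untagged replicates 2 and 3, set against the other libraries, gave a difference in mean Jaccard index of 0.0806 within minus between sets. For genotype the mean index was 0.452 within and 0.428 between genotypes, a difference of 0.0235 (exact permutation p = 0.2, where 0.1 is the smallest possible). The difference was −0.0191 without tagged replicate 2 and −0.0206 without tagged replicate 3, so its direction rested on these libraries, and it was 0.0489 without untagged replicate 3. Genotype gave the highest difference of all splits without untagged replicate 1 (0.0953, exact permutation p = 0.1, the smallest possible) and within the shared run (0.0214, n = 2 each, exact permutation p = 0.333, the smallest possible).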

Values the study reported

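The study reported 28 high-confidence target genes of ChCUC1, *ChWAG1* and *ChWAG2* among them, from the genes shared by its ChIP-seq, DAP-seq and expression data. It counted 1,175 genes as responsive to ChCUC1 in developing leaves. These changed in expression at more than a single time point after induced expression of ChCUC1:V from the *RCO* promoter. That experiment used shoot apices with developing leaves, so neither the transgene nor the tissue was that of the ChIP-seq libraries.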

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

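Fixed windows at summits and the displacement control were chosen after seeing the data. Of 77 alternative settings over the results, 57 kept the direction and the side of the threshold or a count within 1.5 times, but 2 of these, the displacement control and the replicate block, repeat the value by construction. In tests that could not pass the threshold (3 against 3 libraries), keeping a side says nothing of stability. The overlap of tagged with untagged peaks ranged from 36.3% at the stricter IDR and 41.3% with summits within 250 bp to 94.7% with any relaxed Ox peak as background, above random placement each time. At the stricter IDR 10350 of 15299 tagged but only 4449 of 11748 Ox peaks remained. Fewer Ox peaks could then be met, so the lower overlap there does not show that stricter tagged peaks were more particular to the tag. Tagged-only peaks numbered 3174 with relaxed peaks of all 3 Ox libraries as background and 811 with those of any. Untagged-only peaks numbered 5423 with summits within 250 bp, a rule that shares fewer peaks by construction, and 563 at the stricter IDR, where fewer peaks enter. The odds ratio for chromosomes was 1.08 (Fisher's exact p = 0.228) at the stricter IDR; the cause was not tested. Regions of the tagged genotype numbered 439 with 10676 peaks per library and 1999 within the shared run, and 1035 to 1772 when single libraries were left out. Regions of the untagged genotype numbered 454 with all peaks, 714 within the shared run, 461 with fixed windows, and 243 to 457 when single libraries were left out; fewer libraries make the criterion easier to meet. The difference in library support, 35.4 points, was 19.6 with all peaks, 22.1 at the stricter IDR and 24.3 with 10676 peaks per library. When single libraries were left out it ranged from 31.8 to 41.4 points and the difference in Jaccard index from −0.0206 to 0.0953, the latter turning negative without tagged replicate 2 (−0.0191) or 3 (−0.0206); the cause was not tested. Equal replicate numbers gave no sign of pairing: the correlations of their deviations were −0.0692, −0.0277 and −0.0134 for numbers 1, 2 and 3. No library correlated best with its own number. All pairs of a tagged and an untagged library gave small values, from −0.0692 to 0.0481, so pairing was neither shown nor excluded. The replicate block, which by construction keeps the mean difference, gave 35.4 points of support (exact sign-flip permutation p = 0.25, the smallest possible). A block for region counts gives the same count by construction. Alternatives for gene position and the binding motif were not run, since an annotation and sequence in these coordinates were not used here. Depth is unknown, which limits what a missing relaxed peak can mean.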

Other observations

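The test of sequencing run, the random placement set beside the 53.4% below, the displacement by 20 to 100 kb, the count of splits of the libraries, the fixed windows and the description of stretches rich in shared peaks were chosen only after the results they concern were seen.

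Shared regions formed long stretches on most chromosomes, and tagged-only regions were also denser there, with a Spearman rho of 0.758 between the counts of both classes across the 370 bins, which are not independent. The stretches were picked for shared peaks, so a higher share of that class in them follows in part from the choice. On Chr1 the longest run of bins rich in shared peaks took 3 Mb of 26.2 Mb, from 16 to 19 Mb, and held 419 of 987 shared peaks (42.5%) and 126 of 716 tagged-only peaks (17.6%). On Chr7 such a run from 6.5 to 10.5 Mb held 507 of 1090 shared (46.5%) and 193 of 714 tagged-only peaks (27.0%). On Chr3 the run from 13.5 to 17 Mb held 473 of 1119 shared and 183 of 781 tagged-only peaks. On Chr5 it went from 9.5 to 13.5 Mb and held 487 of 1170 shared and 174 of 700 tagged-only peaks. Chr8 had only a short run, from 9.5 to 10.5 Mb, with 88 of 667 shared and 40 of 626 tagged-only peaks. Tagged-only peaks that had relaxed Ox peaks lay in such bins more often: 44.9% of those with a peak in all 3 Ox libraries did (Wilson 95% interval 43.1 to 46.7), against 6.70% of those with none (5.15 to 8.68). Part of this contrast follows from the definition, since Ox peaks are dense in these bins. The 460 chromosomal regions with a peak in all ChCUC1:V and no Ox library had 25 members (5.43%) in bins rich in shared peaks, and Chr1 and Chr3 held the most of them, 82 and 74. What lies in these stretches was not analysed here.

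Many tagged-only regions had peaks in untagged libraries. This was not particular to the tagged list, since 42.2% of the untagged-only regions had a relaxed peak in each of the 3 ChCUC1:V libraries. A relaxed peak in each of the 3 Ox libraries was found for 53.4% of tagged-only regions, whereas no random placement gave more than 21.6% and no displacement by 20 to 100 kb more than 27.8%, which argues against coincidence of long lists. Peak width was not the whole cause either, since in the 1553 narrowest regions (at most 647 bp) the share was 22.8%, above the highest random placement (16.5%) and the highest displacement (18.4%), though far below the share in all. Recovery of the same sites by the antibody or by open chromatin without the tag, and uneven mapping of reads, stay open as candidate explanations, and so does binding of ChCUC1 at sites with such a background. None of these was tested, since reads and genome sequence were not used here.

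The split of the 6 libraries with the highest Jaccard difference (0.0806, against 0.0235 for genotype) set tagged replicate 1 and untagged replicates 2 and 3, whose smallest peaks were 160, 170 and 200 bp, apart from the others, whose smallest peaks were 325, 410 and 525 bp. This order depended on the setting: genotype gave the highest difference without untagged replicate 1 (0.0953, exact permutation p = 0.1, the smallest possible) and among the 4 libraries of the shared run (0.0214, exact permutation p = 0.333, the smallest possible). With fixed windows of 200 bp it ranked 2 among the 10 splits, at 0.0119 against 0.0143. Taken over the chromosomes, a measure other than the difference of these values, the gap was −0.00116 ± 0.000687 (SE, n = 8 chromosomes of the same libraries). Genotype was higher on 2 of the 8 chromosomes. Whether the width setting of the calls could account for the pattern therefore stays open. The sequencing run stays open too: same-run pairs had a lower index than pairs of different runs (difference −0.0686, and −0.0983 to −0.0476 with single libraries left out), but 3 of the 15 choices of 4 libraries gave a value as low, and all 3 libraries with the smallest peaks came from the shared run, with 1 of the others. Depth, which may set both width and the choice of peaks, was not analysed here.

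The number of regions called in all libraries of 1 genotype and in none of the other was set beside other splits of the libraries. The genotype split gave 949 regions (811 and 138), and 1 of the 10 splits, the genotype split itself, gave as many. The highest of the others gave 582. That other split was again the one that follows peak width. With 10 splits the share cannot fall under 0.1, so the splits are too few to judge chance.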
